A study of Rattus norvegicus with 15 samples. Its data were reported in "RNA profiles of rat olfactory epithelia: individual and age related variations" (2009).

How the data were processed

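Gene expression was measured in the olfactory epithelium, the sheet of sensory neurons and supporting cells that lines the back of the nose, of 8 Brown Norway rats aged 6 weeks. The sample labels give 4 males and 4 females, number the rats and separate the nostrils of each animal as A and B. Both nostrils were measured in 7 rats and nostril A alone in male 1, which gave 15 arrays. The labels do not say which nostril is left or right. They do not give the supplier of a rat either, so a comparison of suppliers was not analysed here.

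Each RNA sample had been labeled with the dye Cy3 and hybridized alone to an Agilent whole rat genome array, a glass slide printed with oligonucleotide probes. The deposited scanner files hold the intensity of each of 45018 spots, as the authors extracted it with Agilent's Feature Extraction software. The processed intensity had the local background removed and spatial trends within the array corrected, and per the file headers the option that replaces dim values was off, so intensities reach below 0. These intensities were not scaled between arrays. The authors also deposited a table of ratio values, and setting it against the scanner intensities showed how it was made: each signal was divided by the median of its array and then by the median of its probe. Over 20466 probes brighter than the array median, 99.96% of the ratios came within 2% of that calculation. The ratio table served as an alternative only.

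The arrays carried 43379 spots other than controls, from 41012 probes, of which 263 were printed 10 times. Gene names, descriptions and positions are those of the array annotation, which uses build rn3 of the rat genome and gives a chromosome for 96.6% of the probes. It places 1529 probes on the X chromosome and 0 on Y. It does not give exons, introns or untranslated regions, and these were not analysed here. An accession held by the reference gene table was found for 10735 probes. A probe was counted as an olfactory receptor (OR) probe when its gene name or description said so, which held for 1138 probes, 1112 of them by gene name.

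Spots that the scanner software marked as non-uniform or as population outliers (61 to 175 per array) were left out, saturated spots were kept, and the spots of 1 probe were averaged. Signals were divided by the array median, values under 0.1 of that median were raised to it, and log2 was taken. The floor equals -3.32 on the log2 scale, and values at the floor have no order. A probe was detected on an array when the software called it well above background, by majority for probes printed more than once. As in the study, probes detected on at least 11 of the 15 arrays were called expressed, those detected on 1 to 10 weakly expressed and the others not expressed. Tests were run on the 27625 probes detected on at least 7 arrays, the number of male arrays, so that transcripts made in 1 sex were kept. One more probe passed this filter but had every spot left out. Tests on single arrays used 27574 probes, since 51 had a spot left out on some array.

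The nostrils of a rat were averaged before the sexes were compared, because the animal is the independent unit. The sexes were compared by limma 3.58.1 (lmFit, then eBayes with a trend on mean signal) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment at a false discovery rate of 1%, the threshold of the study. Fold differences of probes not well above background on any array of 1 sex are given as bounds. The mean of the brighter sex was set against the mean, over the dimmer sex, of the higher of the lowest well-above-background signal of the array and the probe's own signal. X-linked probes were tested as a set with camera, at an inter-gene correlation of 0.01, without the 4 probes detected in females only. Nostrils A and B were compared with rat as a block. Rats of 1 sex were compared by limma's F-statistic, with the difference between the nostrils as the error. Gene lists fixed in advance were compared between the sexes by an exact permutation test on the mean of their probes per rat. The median F of each list was set against 10000 random lists of equal size matched on mean signal.

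Similarity of arrays was measured as the Pearson correlation, across probes, of log2 signals centered per probe. Its excess within rats was tested by all 1575 ways of re-pairing the arrays within each sex, one-sided. Random re-pairings had been intended, and the complete set took their place because it was small. Shares of probes with a call shared by both nostrils of 1 rat were tested by a one-sided exact binomial test, with exact (Clopper-Pearson) 95% intervals. Probes are not independent of each other, so these intervals and p-values cover counting error only. For arrays, the number of animals limits the precision.

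The arrays lay on 4 slides. Slide 1 held males 1 and 2 and nostril A of female 3. Slide 2 held nostril B of female 3 and both nostrils of female 4. Slide 3 held males 5 and 6, and slide 4 females 7 and 8. Only slide 1 held both sexes, and slide was tried as a fixed and as a random block.

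The designs, the gene lists, the rule for the genes named and most alternatives were fixed before the data were examined. The named probes are those past 1% between the sexes if 12 or fewer, the 5 probes the study named, the probes of a list of sex-linked genes, the 10 probes with the highest F between rats, and the genes the study named for its supplier comparison, which are given per rat. Of the probes the study listed there without a gene name, 2 were added after the results had been seen. The alternatives were scaling to the 75th percentile, quantile normalization, normexp background correction with an offset of 50, the ratio table, other probe filters, arrays as separate samples, the methods' t-test, a 5% false discovery rate, nostril A alone, outlier spots kept, slide terms, other detection calls and leaving out each rat in turn. Alternatives chosen after seeing the data were a floor of 0.01 raw units, slide as a random block, a blood covariate, contrasts of neighboring rats, and normexp after replacing backgrounds that the software had marked as outliers.

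The methods were tested on simulated data with 27574 probes, of which 200 were changed by 1 log2 unit. The comparison of the sexes recovered 73% of them with 2 false calls, the comparison of nostrils 88% with 2 false calls, and the comparison of rats 70% with 1 false call. In simulated sets of 200 probes, camera called a set shifted by 0.2 log2 units at a threshold of 0.05 and did not call a set that was not shifted. The simulated probes were independent of each other and had no slide effect. For the comparison of rats, the only noise was that between nostrils. These rates therefore do not cover slide effects or correlated probes, both of which may occur in the real data. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.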

Results

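Transcript levels were measured on 15 one-color arrays of olfactory epithelium from 4 male and 4 female Brown Norway rats. The 7 male arrays came from both nostrils of 3 males and from 1 nostril of another, and the 8 female arrays from both nostrils of 4 females. The median signal of an array ranged from 57.4 to 83.4 intensity units (57.4 to 70.9 in males, 65.0 to 83.4 in females). Between 26233 and 28741 probes per array were well above background. The lowest signal called well above background was 10.01 to 14.49 intensity units, depending on the array, which sets the limit below which a transcript was not detectable.

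The first question was how much of the transcriptome, and of the OR repertoire, is detectable in this tissue. Of the 41012 probes, 26687 (65.1%) were expressed, 4568 (11.1%) weakly expressed and 9757 (23.8%) not expressed. Of the 1138 OR probes, 734 (64.5%) were expressed, 186 (16.3%) weakly expressed and 218 (19.2%) not expressed. The number of OR probes detected on an array ranged from 698 to 852, with a median of 733 in males and 768.5 in females. The detection call moved these counts most, since calling every positive and significant signal detected gave 31468 expressed probes and 938 expressed OR probes.

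Probes near the detection limit were then used to ask whether both nostrils of an animal receive the same call. The 14 arrays of the 7 rats with both nostrils form 7.69% same-rat pairs among all pairs. For 382 probes, 12 arrays were positive and 2 negative. Both negative calls came from 1 rat for 106 of these probes, or 27.7% (95% interval 23.3% to 32.5%, exact binomial test, p = 1.16e-31). For 657 probes, 12 arrays were negative and 2 positive, and both positive calls came from 1 rat for 83 of them, or 12.6% (10.2% to 15.4%, exact binomial test, p = 7.21e-06). Male 6 accounted for 93 of the 106 shared negative calls, and in the 12 arrays of the other 6 rats, where 380 probes had 10 positive and 2 negative arrays, the share was 67 of 380, or 17.6%, against 9.09% same-rat pairs. The shared positive calls were spread over all 7 rats, with 38 in female 4 and 1 in female 7. Detection by positive and significant signal lowered the shares to 14.7% and 10.6%.

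Because arrays lie 4 to a slide, the calls were also compared within slides. Among the 175 probes whose 2 negative arrays lay on 1 slide, 57.1% had both from 1 rat, against 33.3% of such array pairs (exact binomial test, p = 9.24e-11). Among the 214 probes whose 2 positive arrays lay on 1 slide, the share was 36.0% against the same 33.3% (exact binomial test, p = 0.226).

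The same question was asked of signal levels. Across 27574 probes centered to a mean of 0, the arrays of 1 rat correlated with a mean r of 0.331 ± 0.092 (SD over 7 pairs), and arrays of different rats of the same sex with a mean r of 0.010 ± 0.213 (SD over 36 pairs). The difference of 0.322 was reached by few of the 1575 re-pairings (exact permutation test, p = 0.0019). These correlations are across genes, which are not independent replicates. Restricting the comparison to the 774 tested OR probes moved the difference most, to 0.036 (exact permutation test, p = 0.408). Slide mattered as well. Arrays of different rats correlated at 0.158 ± 0.186 on 1 slide (SD over 10 pairs) and at -0.047 ± 0.197 on different slides (SD over 26 pairs). The 6 same-rat pairs on 1 slide had a mean of 0.360 ± 0.059, and female 3, whose nostrils lay on different slides, had 0.162.

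**Figure D1:**
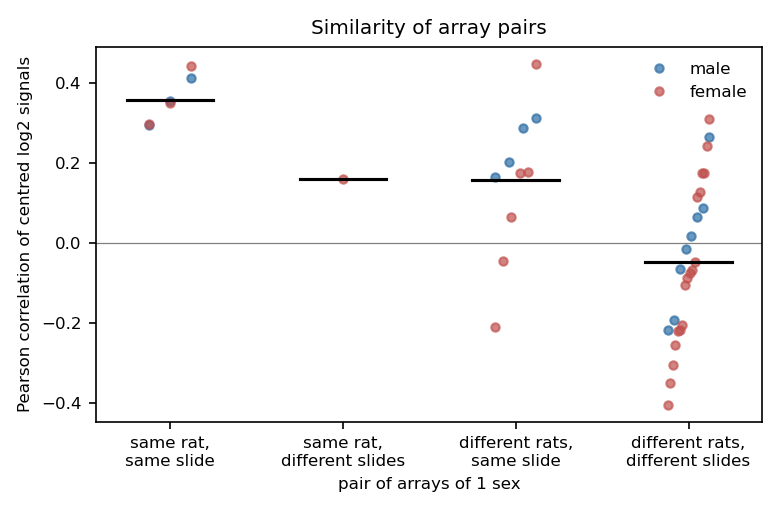
Pearson correlation (vertical axis, no unit) of centered log2 signals for each pair of arrays of 1 sex, grouped by rat and slide, with males in blue, females in red and a bar at each mean. The mean was 0.360 for same-rat pairs on 1 slide, 0.158 for different rats on 1 slide and -0.047 for different rats on different slides.

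The sexes were compared next, to ask which transcripts, and which OR transcripts, differ between males and females. Of 27625 probes tested, 12 passed the 1% false discovery rate, 9 higher in females and 3 higher in males, and 20 passed 5%. Treating the 15 arrays as independent moved the count most, to 1031. With slide as a block 468 passed, 11 of the 12 among them, but that fit compares the sexes on slide 1 alone, with 1 female and 3 male arrays. At an unadjusted p under 0.05 there were 4731 probes, or 17.1%. Of the 12 probes, 8 lay on the X chromosome and 7 were detected in 1 sex only.

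The 4 probes detected on all 8 female arrays and on 0 male arrays lay within a short stretch of the X chromosome, between 91520961 and 91523289 on rn3. Probe A_44_P324932 (AW141328, X, 91523230 to 91523289) is described by the array as similar to the X inactive specific transcript. It had a female log2 level of 5.24 ± 0.06 (SD, n = 4) and was at least 205-fold brighter in females than the detection limit in males (adjusted p = 3.91e-12). Probe A_44_P588551 (AW529958, X, 91521925 to 91521984) reached 3.60 ± 0.17 (SD, n = 4), at least 65.5-fold (adjusted p = 2.64e-10). Probe A_44_P597131 (DV718702, X, 91520961 to 91521020) reached 3.38 ± 0.09 (SD, n = 4), at least 56.3-fold (adjusted p = 7.69e-11). The dimmest, A_44_P345194 (AA818425, X, 91522355 to 91522414), reached -1.45 ± 0.14 (SD, n = 4), at least 1.98-fold (adjusted p = 0.000354). Probe A_44_P1071281 (AI072660, X, 91525191 to 91525250), just outside that stretch, was detected in both sexes, with levels of 0.34 ± 0.11 in females and -1.11 ± 0.27 in males (SD, n = 4 each), a difference of 1.45 (SE 0.14, adjusted p = 0.00477).

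The 3 probes detected on all 7 male arrays and on 0 female arrays had no position in the array annotation. Probe A_44_P638995 (TC560244, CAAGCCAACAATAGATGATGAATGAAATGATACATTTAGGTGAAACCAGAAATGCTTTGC) is described as partly matching the gamma subunit of mouse eIF2. Its male log2 level was 3.41 ± 0.08 (SD, n = 4), at least 68.4-fold above the detection limit in females (adjusted p = 7.69e-11). Probe A_44_P671422 (TC517984, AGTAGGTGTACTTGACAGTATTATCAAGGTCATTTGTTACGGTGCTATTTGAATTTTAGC), of unknown identity, reached 2.46 ± 0.04 (SD, n = 4), at least 35.3-fold (adjusted p = 3.64e-10). Probe A_43_P19826 (BE126320, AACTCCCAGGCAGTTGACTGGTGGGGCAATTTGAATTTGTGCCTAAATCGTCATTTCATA) reached 1.78 ± 0.07 (SD, n = 4), at least 22.0-fold (adjusted p = 1.09e-09).

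The other 4 probes were detected on every array. Utx probe A_44_P384683 (X, 15917771 to 15917830) was 1.03 log2 units higher in females (SE 0.08, adjusted p = 0.000656). Eif2s3x, which encodes a subunit of a translation initiation factor, was higher with probes A_43_P16682 (X, 81618294 to 81618353, difference 0.88, SE 0.07, adjusted p = 0.000656) and A_44_P652670 (X, 81616309 to 81616368, difference 0.69, SE 0.06, adjusted p = 0.0027). The only autosomal probe was A_44_P136342 of Ugp2 (chromosome 14, 102099170 to 102099881), higher in females by 0.49 (SE 0.05, adjusted p = 0.00728). It missed 1% when any 1 rat was left out, and with slide as a block its difference was 0.21. For each of the 4 probes the male and female rats did not overlap. Probes A_44_P652670 and A_44_P1071281 also missed 1% in 7 of the 8 fits that left out a rat.

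**Figure D2:**
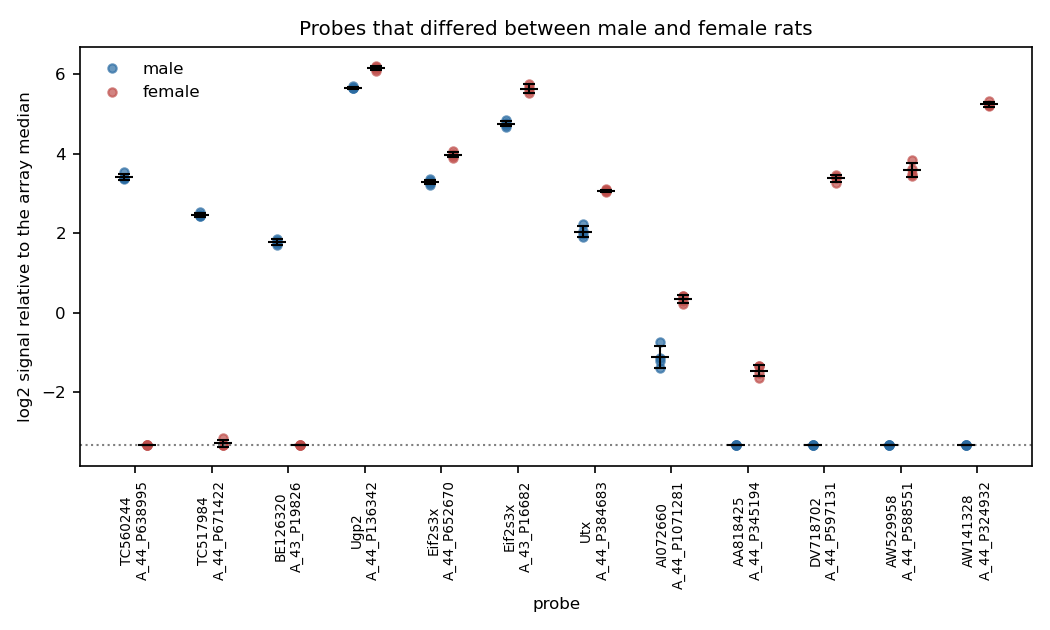
Log2 signal relative to the array median (vertical axis) of each rat for the 12 probes past 1% between the sexes, with bars at the mean ± SD of 4 males (blue) and 4 females (red). The dotted line is the floor of -3.32, where probes detected in 1 sex only sit in the other sex, except TC517984 at -3.15 in female 3.

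Of the 5 probes the study named for this comparison, 3 passed 1% over all probes and 5 adjusted over the list alone. The list was chosen on these samples, so the second count is not independent evidence. The 2 that missed were Eif2s3x probe A_44_P500598 (X, 81626019 to 81626078, difference 0.79, SE 0.09, adjusted p = 0.0103) and Ccdc39 probe A_44_P379924 (chromosome 2, 120094810 to 120096873, difference 0.88, SE 0.14, adjusted p = 0.0699). Both were higher in females with no overlap between the rats of each sex, and both passed with slide as a block, for which only slide 1 compares the sexes (adjusted p = 0.000507 and adjusted p = 0.00424). When only expressed probes were tested, the 7 probes detected in 1 sex dropped out and 3 passed. A list of 21 sex-linked genes had 8 probes of 3 genes by name, of which 7 were tested, 3 passed over all probes and 4 adjusted over the list alone. The 3 that passed neither way were Utx probe A_43_P22646 (difference 0.44, SE 0.21) and Ddx3x probes A_44_P199274 (0.22, SE 0.13) and A_44_P357579 (0.28, SE 0.12), with overlapping rats. Utx probe A_44_P1024836 was not well above background on any array.

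None of the 774 OR probes tested differed between the sexes by limma at 1% or 5%. There were 62 (8.01%) at an unadjusted p under 0.05, and the smallest adjusted p over the list alone was 0.303. With the 15 arrays treated as independent, 2 OR probes passed 1%. The median difference of the OR probes was 0.060 log2 units toward females, against 0.0084 for the other probes, a difference of 0.052 that was tested after it had been seen (camera, p = 0.290, fry, p = 0.652, camera with an estimated correlation, p = 0.796). It ranged from -0.035 to 0.15 when rats were left out. As a set, the 855 X-linked probes tested differed from the other probes by a median of 0.0075 log2 units toward females (camera, p = 0.486, fry, p = 0.0948, camera with an estimated correlation, p = 0.729), and 54.2% of them were higher in females against 52.1% of the others. The sign of the median of X-linked probes depended on scaling, being 0.02 after median scaling and -0.01 after scaling to the 75th percentile, while its difference from the other probes was 0.0075 in both.

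Nostrils A and B were compared within the 7 rats. Of 27574 probes, 0 passed 1% or 5% by limma with rat as a block, and 1623 (5.89%) had an unadjusted p under 0.05. Leaving rat out of the model moved the unadjusted count most, to 404 (1.47%), with 0 probes past 1%. The difference between nostrils was not shown to depend on sex either, with 0 probes past 1% or 5% for the interaction and 652 (2.36%) at an unadjusted p under 0.05.

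Differences among rats of 1 sex were measured against the difference between nostrils. By limma's F-statistic, 777 of 27574 probes passed 1% and 4019 passed 5%, and 2 of the 774 OR probes passed 1%. Slide as a block moved the count most, to 0, with 4067 probes (14.7%) at an unadjusted p under 0.05. The pairs among the 7 rats with both nostrils showed the same dependence. Males 5 and 6, on 1 slide, differed in 0 probes, as did females 7 and 8, on another (8.56% and 11.4% of probes at an unadjusted p under 0.05). The 6 pairs of rats on different slides differed in 42 to 853 probes (20.7% to 30.0% unadjusted). Females 3 and 4, which shared a slide in part, differed in 39. Male 1, with 1 array, entered none of these comparisons. Compared afterwards by limma with the nostrils of the other rats as the error, it differed in 5 probes from male 2, on the same slide (12.5% unadjusted), and in 24 and 60 from males 5 and 6 (23.7% and 22.7% unadjusted).

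The 10 probes with the highest F ranged over the 8 rats by 1.25 to 3.02 log2 units, against a within-rat SD between nostrils of 0.05 to 0.17. The highest F, 156, belonged to TC527973 (A_44_P670563, chromosome 5, 44881847 to 44881906), with levels of 4.78 in male 1 and 3.20 in male 5. Without male 2 its F was 13.4 (adjusted p = 0.0238). The next were A_44_P560113 (chromosome 17, 5536171 to 5536230, F = 129), XM_221928 (A_44_P412322, an aldolase A-like transcript, chromosome 12, 11137428 to 11137486, F = 126) and Dbp (A_44_P280898, chromosome 1, 96256131 to 96256190, F = 118). Cml3 (A_44_P358440, F = 115), Sult1a1 (A_44_P372501, F = 111), TC525909 (A_44_P900646, F = 102), LOC679753 (A_44_P557752, F = 102), BM387057 (A_42_P577482, F = 95.5) and TC543900 (A_44_P583900, F = 93.6) followed. With slide as a block none of the 10 passed 1%. The lowest adjusted p among them was then 0.0119, for XM_221928 and LOC679753. In the contrasts of neighboring rats without a slide term, 3 of the 10 passed 1%: XM_221928 and LOC679753 (adjusted p = 0.00141 each) and BM387057 (adjusted p = 0.00494).

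The probes that the study listed for its comparison of suppliers are given per rat, without grouping by supplier. Dbp ranged from 5.82 in female 3 to 7.07 in female 8. Per3 ranged from 0.02 in female 4 to 1.5 in male 6 with probe A_44_P196198, and from -2.89 in female 3 to -1.27 in male 6 with probe A_43_P16143. The Hiatl1 probe A_44_P210809 (RGD1308377 on the array) ranged from 1.41 in male 1 to 2.68 in female 7, and Nppc (A_44_P240696) from -0.52 in male 6 to 1.70 in male 1. The Rab3gap2 probe A_44_P926835 (AI072072 on the array) ranged from 1.16 in female 8 to 3.15 in male 1, and Cxcl1 (A_42_P473398) from -1.12 in female 7 to 2.08 in female 3. Of the 4 listed probes without a gene name, A_44_P560113 ranged from 0.53 in female 4 to 1.95 in female 7 and A_44_P900646 (TC525909) from 2.84 in female 4 to 4.59 in male 6. The other 2 were added after the results had been seen, A_44_P795878 (TC547717, chromosome 4) with -0.92 in female 4 to 0.90 in male 6 and A_44_P739541 (TC566878, chromosome 14) with -2.20 in male 5 to -0.495 in male 2. Of the 11 probes, 10 passed 1% between rats without a slide term (adjusted p = 6.1e-05 for Dbp to adjusted p = 0.00663 for Cxcl1), A_44_P739541 did not (adjusted p = 0.0773), and none did with slide as a block. Cxcl1 missed 1% without male 2, female 3, female 7 or female 8 (adjusted p = 0.0190 to adjusted p = 0.0245). It passed without female 4, male 5 or male 6. Nppc missed 1% without male 2 only (adjusted p = 0.0123). For each of the 11, rats 1 to 4, on slides 1 and 2, did not overlap rats 5 to 8, on slides 3 and 4.

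**Figure D3:**
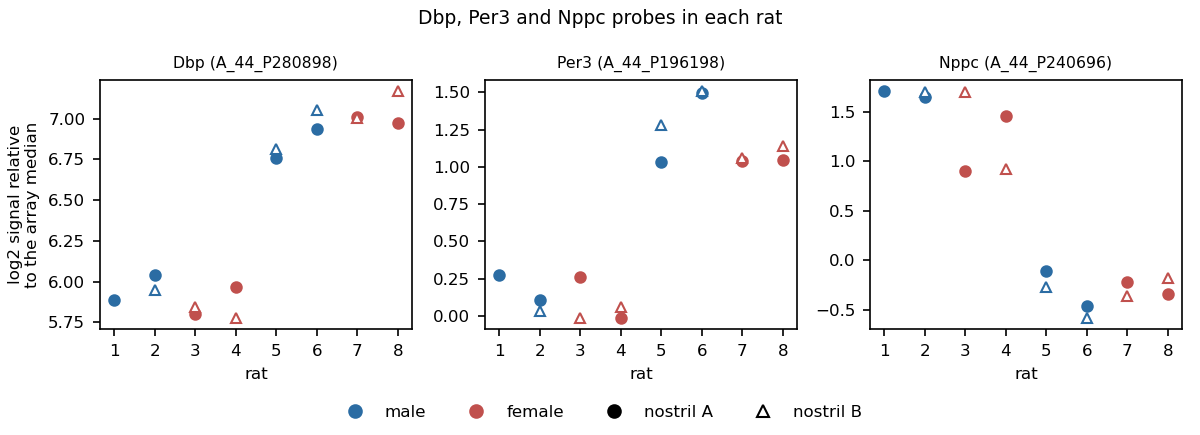
Log2 signal relative to the array median (vertical axis) of Dbp, Per3 and Nppc probes against rat number, with nostril A filled, nostril B open, males blue and females red. Dbp ranged from 5.82 to 7.07 over the rat means and Nppc from -0.52 to 1.70, with rats 1 to 4 on slides 1 and 2 and rats 5 to 8 on slides 3 and 4.

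Gene lists marking cell types and states were compared between the sexes and between rats. Between the sexes, with 4 rats each, a two-sided exact permutation test could not give a p under 0.0286, so no list could pass 1% and a list that differed alone could not fall under 0.286 after adjustment over the 10 lists. The smallest adjusted value was 0.286, for 4 lists, and this comparison did not show that the lists were alike. In log2 units, females minus males, the differences were 0.07 for circadian genes, -0.22 for immediate early genes, -1.53 for blood (exact p = 0.0857 before adjustment), -0.0050 for skeletal muscle and -0.06 for bone. They were 0.16 for motile cilia, 0.11 for mature olfactory neurons, -0.0030 for immature olfactory neurons, 0.14 for sustentacular cells and -0.20 for interferon and MHC genes. Between rats, the median F of the circadian list (18 probes tested, Per3 and Dbp among them) and of the blood list (4 probes tested) lay at percentile 100 of the random lists. Those of the other 8 lists lay between percentiles 9.95 and 88.1.

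The blood list had the widest range over rats, 3.28 log2 units. Hbb, a globin of red blood cells (A_44_P306307, chromosome 1), ranged from 5.84 in female 7 to 9.13 in male 6, a 9.77-fold range. Alas2, a heme synthesis enzyme (A_44_P541461, chromosome X), ranged from 5.08 to 9.69 in the same rats, a 24.3-fold range. These ranges cross the sexes and were not tested as such. Among rats of 1 sex, without male 1, both differed by limma's F-statistic (adjusted p = 0.00122 for Hbb and adjusted p = 0.000542 for Alas2). With slide as a block neither passed 1% (adjusted p = 0.107 and adjusted p = 0.0671). Within slide 2, Hbb was at least 2.25 log2 units higher in female 4 than in female 3, whereas the largest difference between nostrils of 1 rat was 1.24.

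**Figure D4:**
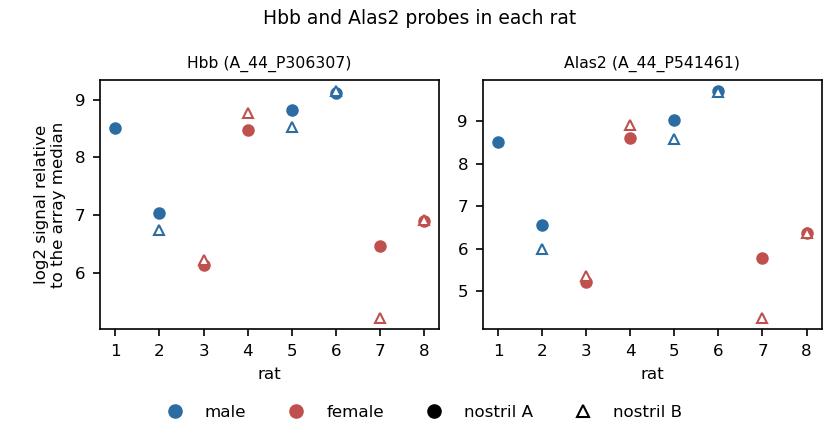
Log2 signal relative to the array median (vertical axis) of Hbb and Alas2 probes against rat number, with nostril A filled, nostril B open, males blue and females red. Hbb ranged from 5.84 to 9.13 and Alas2 from 5.08 to 9.69 over the rat means, and on slide 2 Hbb in female 4 exceeded that in nostril B of female 3 by at least 2.25.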

Values the study reported

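The study counted 26,701 probes (65%) as expressed, with a signal above background in at least 11 of the 15 samples. Among them were 732 of 1136 OR genes. It found 668 probes with 12 positive and 2 negative samples, of which 83 had both negative results in 1 rat, and 383 probes with the opposite distribution, of which 105 had both positive results in 1 rat. Between rats of different origin it named 10 genes. Between the sexes it named 4 genes, all higher in females and none an OR gene, with expression 1.7 times higher.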

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

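Both explanations tested for this result, slide and blood content, were chosen after the result was seen. One value among the groups examined stood far from the others of its sex. Probe A_42_P577482 (BM387057, chromosome 2, 195421891 to 195421950) had a log2 level of 7.88 in female 4 and of 6.22 to 6.39 in the other 3 females. The gap to the nearest female made up 0.899 of the whole range. Groups of 4 rats were examined for 83 combinations of measure and sex, and 1 was this far apart, where chance alone sets apart about 1 in 20. Groups with a rat at the floor were left out of this count, because values at the floor have no order. That exclusion was chosen after such a group had been seen.

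The tables argue against slide as the cause. Nostril B of female 3 and both nostrils of female 4 shared slide 2, and there the level in female 4 was higher by at least 1.51 log2 units, while nostrils of 1 rat differed by at most 0.33 for this probe. Blood content remains open. Hbb was 1.71 and Alas2 2.38 log2 units higher in female 4 than in the next female, which is consistent with more blood in the tissue of this rat. Female 4 was not alone in its level once males are included. BM387057 was at 7.54 in male 1, 7.97 in male 5 and 8.46 in male 6, where Hbb was at 8.51, 8.67 and 9.13, and at 6.5 in male 2, where Hbb was at 6.89. In females 3, 7 and 8 BM387057 was at 6.29, 6.22 and 6.39 and Hbb at 6.18, 5.84 and 6.91. The 4 rats highest in BM387057 were thus the 4 highest in Hbb, and what raised both was not tested. The identity of the transcript is not known from the array, and no biological explanation was tested, as the labels set female 4 apart in nothing but its number.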

How the results depend on the processing

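Of the tests below, slide as a random block, the blood covariate, the contrasts of neighboring rats, the floor of 0.01 raw units and normexp with replaced backgrounds were chosen after the results had been seen. So was the test of OR probes as a set. Of 175 alternative values for the main results, 148 stayed on the same side of the threshold or within 1.5 times of the main count, 27 did not, and 2 of these reversed, both for the OR set. For the list taken from the study this tally held 11 settings, all counted as the same. It left out other settings given below, among them those where 0 or 5 of the listed probes passed.

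Of the 12 probes past 1% between the sexes, 6 were left with the ratio table and 3 when only expressed probes were tested, where the 7 probes detected in 1 sex are no longer tested. Counts rose to 21 with rat as a random block, 1031 with the arrays as independent, 880 with the methods' t-test on 15 arrays, 34 with slide as a random block and 20 at a 5% false discovery rate. The arrays of 1 rat are not independent, and the correlation of nostrils within rats was 0.434. The methods' t-test on rat means gave 8, and 54 at 5%. On 15 arrays with only expressed probes it gave 897, 5 of them the probes the study named. Slide as a block gave 468, of which 11 were among the 12. That fit compares the sexes on slide 1 alone, with 1 female and 3 male arrays. The blood covariate gave 6. Leaving out each rat in turn gave 9 to 10. The normexp alternative gave 10, and 16 with replaced backgrounds. The floor of 0.01 raw units gave 10. The causes of the other changes were not tested.

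Among OR probes, 0 passed between the sexes with no probe filter, with scaling to the 75th percentile, at a 5% false discovery rate, for probes with a receptor gene name only and when each rat was left out. With the arrays as independent 2 passed, and 2 with the methods' t-test on 15 arrays over expressed probes. As a set, OR probes differed by 0.052, and by -0.035 to 0.15 when rats were left out. The sign reversed without male 2, at -0.00018, and without female 3, at -0.035, and the difference passed 0.05 by camera without male 1, at 0.12, and without female 8, at 0.15. From the sex-linked list, 1 of 3 passed under normexp, and 2 to 3 when rats were left out.

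Of the probes in the list taken from the study, 3 passed in the main comparison and 2 to 3 when rats were left out. All 5 passed with rat as a random block, with slide as a fixed or random block and with either test of 15 independent arrays, 4 with scaling to the 75th percentile, quantile normalization or repaired normexp, 3 with outlier spots kept or the floor of 0.01 raw units, 2 with normexp, with no probe filter, over expressed probes or with nostril A only, and 0 with the ratio table, the methods' t-test on rat means or the blood covariate. The difference of the X-linked set was 0.0075, and 0.00028 to 0.020 when rats were left out. Of the 12 probes named between the sexes, 4 passed in every setting that tested them, and over all settings 239 of 293 calls were the same and 54 weaker.

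Between nostrils, 0 probes passed 1% in every alternative. The labels pair the nostrils of 1 animal, and the mean correlation of such pairs was 0.331. With no replicate block 0 passed and 404 had an unadjusted p under 0.05, so the pairing changed no call. Under normexp 3 passed 5%, and 0 with replaced backgrounds. Leaving out each rat gave 0.

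Between rats, 777 probes became 1315 with scaling to the 75th percentile, 1481 with quantile normalization, 474 with no probe filter, 0 with slide as a block, 11 with contrasts of neighboring rats only and 4019 at a 5% false discovery rate. Leaving out a rat gave 176 to 892. It gave 176 without female 8, 263 without female 7, 300 without male 2 and 339 without female 4. Slide as a block leaves contrasts within slides, and the contrasts of neighboring rats without a slide term gave nearly as few, so the loss comes with those contrasts. Of the 18 probes named between rats, 17 passed 1%. For these 227 of 272 calls were the same and 45 weaker, and with slide as a block none passed.

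Normexp gave 73 probes between rats, and a failed background fit was found. On 1 array of female 4, a spot with a local background of 5518 units, marked as an outlier by the software, broke the fit. The 5th percentile of corrected values was 243 there and 57.5 to 66.6 on the others. After the marked backgrounds of every array took the median background of that array, 1006 probes passed. This replacement changed the other arrays as well, so the part of the failed fit alone was not tested. Slide 2 had 9173 to 12040 marked backgrounds per array, against 416 to 1795 on the others.

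The excess correlation within rats was 0.036 for OR probes alone, and 0.25 to 0.40 when rats were left out. The share of shared negative calls ranged from 17.6% without male 6 to 38.2% without male 5, and that of shared positive calls from 13.4% to 19.6%, all against 9.09% same-rat pairs among 12 arrays. When rats were left out, expressed probes ranged from 26469 to 26791 and expressed OR probes from 709 to 735. Calling every positive and significant signal detected gave 31468 and 938, and requiring detection on all 15 arrays gave 25133 and 620. Signals near the detection limit of 10.01 to 14.49 intensity units limit the probes detected in 1 sex, whose folds are bounds.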

Other observations

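The tests of slide, blood content and the background fit, the within-slide shares, the comparison of male 1 with the other males, and the splits for OR, X-linked and sex-linked probes, for the unadjusted share and for the nostrils were chosen after the results were seen, as was the test without male 6, and the clock-gene test was chosen after Per3 and Dbp had been seen to separate the rats, with its directions set before the other 11 genes were examined. The number of probes with 12 positive and 2 negative arrays was 382 here. That is lower than the value quoted from the study above. The number of probes with the opposite distribution was 657 here. That is higher than the value quoted from the study above. Both the totals and the same-rat counts, 106 and 83 here, lay near those quoted for the other class. That is what an exchange of the class names in the study's text would give, so these differences need not be a disagreement. No other cause was tested. The number of probes past 1% between the sexes was 12 here. That is higher than the number of genes quoted from the study above.

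The count of probes between the sexes can be set against other ways to split the 8 rats into 4 and 4. Only 1 of the 35 splits, the real one, gave 12 probes or more, so chance can be excluded as its whole cause, and the same 1 of 35 held for the 3 probes past 1% from the sex-linked list. The next highest split gave 5 probes (Dbp, Nppc, RGD1308377, Mss4 and A_44_P560113, named after their values were seen). It set rats 1 to 4 against rats 5 to 8, that is slides 1 and 2 against slides 3 and 4. That split had 19.1% of probes at an unadjusted p under 0.05, more than the 17.1% of the sexes, so 2 of 35 splits were as large. The median of the splits other than the real one was 3.49%. The only other split as large follows slide and may follow supplier, since Dbp, Nppc, RGD1308377 and A_44_P560113 are probes the study listed for suppliers. It is thus no example of chance alone, but 2 of 35 is too many for chance to be excluded. For the X-linked set 16 of 35 splits gave a shift as large, so chance is not excluded there. The same holds for the shift of the OR probes as a set, with 25 of 35. For OR probes past 1% and for the nostrils the count was 0, which every split matches (35 of 35 splits and 64 of 64 label swaps), so these counts decide nothing. By the share of probes at an unadjusted p under 0.05, 16 of the 64 label swaps were as large as the real nostril labels, so chance is not excluded.

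No probe of a Y-linked gene by name and no probe that the array describes as similar to Xist was among the sex differences the study named. One probe it named, of AI072660, lies on the X chromosome beside the probe so described. Whether it belongs to the same transcript, and whether the other probes of females only do, was not tested. A filter on expressed probes is a candidate explanation. The 7 probes detected in 1 sex only passed 1% here, and detection on 7 or 8 arrays keeps them out of any set detected on 11 or more. Whether such a filter is why they were not named cannot be told apart from other steps, since the values here do not show which probes entered that comparison. The identity of the male probes is not known from the array beyond the partial match of A_44_P638995 to eIF2 gamma, and whether they are Y-linked was not tested.

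Calls near the detection limit were shared by the nostrils of 1 rat beyond chance, which may come from array brightness or from slide. When the chance level was set by how often each array alone had a call, it rose to 19.9% for negative calls, under the observed 27.7% (exact binomial test, p = 0.000128). For positive calls it was 7.82%, under the observed 12.6% (exact binomial test, p = 1.33e-05), so brightness is not the whole cause. Male 6, with the fewest detected probes on its arrays, held 93 of the 106 shared negative calls. Without it the share was 17.6% against a lone-call chance of 9.66% (exact binomial test, p = 1.17e-06). Of the probes with both negative calls on 1 slide, 57.1% had them in 1 rat against 33.3% of such pairs. That 33.3% takes all arrays of a slide as equally likely to be negative. Yet the only negative array was nostril A of male 6 for 139 probes and nostril B for 201. It was nostril A of male 5, on the same slide, for 19 and nostril B for 24. Without male 6 the share was 68.4% against 38.5%, under the same assumption. Slide and brightness were each tested alone, so the shared negative calls may come from both together. For shared positive calls slide may be enough, with 36.0% against 33.3%. Differences between animals stay open.

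Among the 7 rats with both nostrils, pairs of 1 sex on different slides differed in at least 42 probes, and both pairs on 1 slide in 0, so slide may account for much of the differences between rats. On slide 2, Hbb, Alas2 and BM387057 were higher in female 4 than in nostril B of female 3. The differences were at least 2.25 log2 units for Hbb, 3.23 for Alas2 and 1.51 for BM387057. Nostrils of 1 rat differed by at most 1.24, 1.42 and 0.33 for these probes. These values argue against slide as the whole cause for these probes. For other probes it is open whether slide accounts for all of the differences. Males 1 and 2, on 1 slide, differed in 5 probes, but male 1 had a single array, so this does not exclude slide. Rats on 1 slide might also be more alike for other reasons, because neighbors on a slide are neighbors in rat number. Blood content may add to the differences, since the blood list lay at percentile 100 of random lists. It was not slide alone that set Hbb apart, as female 4 exceeded female 3 on 1 slide by 2.25 log2 units or more. Whether blood remained from dissection or reflects the animals was not tested. Under normexp the number of probes between rats fell along with a failed fit on 1 array. The number was 1006 after marked backgrounds were replaced on every array, so the part of that 1 array was not isolated.

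Per3 and Dbp separated rats 1 to 4 from rats 5 to 8, and so a difference in circadian phase at sampling was a hypothesis. It predicts that 11 other clock genes shift together, 7 the way of Per3 and Dbp and 4 the opposite way. All 11 did, under each of 4 other scalings and background corrections as well, and 6 showed no overlap of rats (Tef, Nr1d1, Nr1d2, Bhlhb3, Arntl and Npas2). Arntl fell by 0.91 and Nr1d1 rose by 0.89 on the log2 scale in rats 5 to 8. The mean shift in the predicted direction was 0.44, and 1 of the 35 splits, this one, was as large, the next reaching 0.29. The values are consistent with a difference in circadian phase. Slide cannot be told apart from it, since 0 slides held rats of both sides. The study also compared rats by supplier, and a difference by supplier stays open too. All 11 probes it listed for suppliers separated these same sides, as a split by supplier would give. Per the paper, the sample it discarded came from a male of Elevage Janvier, and male 1 alone had 1 array here. That points to the supplier of male 1 only. Supplier was untested here because the labels give neither the supplier of a rat nor the hour of sampling.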
